A study of Sus scrofa with 16 samples. Its data were reported in "In vitro derivation of midbrain dopaminergic neurons from porcine embryonic stem cells in multi-dimensional conditions" (2025).

How the data were processed

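Poly-A RNA of porcine embryonic stem cells was sequenced as stranded paired-end libraries at days 0, 16, 28 and 45 of differentiation to midbrain dopaminergic neurons. IVF cells came from an in vitro fertilised embryo line and PA cells from a parthenogenetic line, with 2 replicate libraries per line and day. Grouping followed the labels, and no library was left out. The protocol gave SB431542, Noggin, SHH and CHIR99021 from day 0, FGF8 from day 9, BDNF and ascorbic acid from day 11, and GDNF, dibutyryl-cAMP and DAPT from day 16.

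The authors trimmed the reads with Trimmomatic 0.38, aligned them with HISAT2 2.1.0 to Sscrofa11.1 with the RefSeq annotation, sorted them with SAMtools 1.9 and quantified genes with StringTie 2.1.3b. The deposited read counts are whole numbers per gene and library, with no further scaling. The deposited TPM values are length-scaled shares of a library, as computed by the authors, and were used for 1 alternative measure of similarity. The deposited FPKM values, scaled by the authors to length and library size, were not used here. The strand setting of the counting was not given. The table has 28232 genes, of which 28208 matched the annotation, and 24 mitochondrial RNA genes have no symbol.

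Library totals were 39247693 to 52165867 counts, with 17727 to 19702 genes counted per library. A count of 3 in 1 library, used as the floor for bounds on a fold, corresponds to 0.0575 to 0.0764 CPM before TMM scaling. A gene with 0 counts in a group has a fold given as a bound from this floor. A gene with 1 to 3 counts in a group has a ratio with a 95% counting interval, which holds counting noise alone. The fitted log2 fold change of such genes depends on the prior count of the fit and is no bound. Replicates differed by more than counting noise: the median chi-square of the 2 counts over genes was 1.95 to 24.0 by group, where counting alone gives 0.455.

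Counts were read into R 4.3.3 with the data.table package (version 1.17.8) and analysed with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr over the 8 groups (18528 genes), libraries were scaled by TMM, and a quasi-likelihood model with 8 group means was fitted to all 16 libraries, which leaves 8 residual degrees of freedom. Each day was compared with the day before within each line, PA with IVF cells at each day and over days 16, 28 and 45, and the step of PA cells with the step of IVF cells. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 2-fold. The standard error of a log2 fold change is its size divided by the square root of F. The spread of a gene is estimated over all 8 groups together, so it can be too small for a group whose replicates differ more. These tests compare libraries of 1 line per embryo origin.

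The design and the alternatives were fixed before the data were examined, except for TPM in place of CPM and leaving out libraries for the lists. In all, 41 gene lists with 489 members (481 different genes) were written beforehand from general knowledge, and 40 lists with at least 3 tested members were tested (430 different genes). A further list was written later and is given with its test in the closing section. Lists were tested with camera at a preset correlation of 0.01 between genes and adjusted over the lists of a comparison by Benjamini-Hochberg, and again with the correlation estimated from the data, or with fry. The genes named are, per comparison, up to 6 called genes with the largest rise and up to 6 with the largest fall among those with a symbol, a mean of at least 5 CPM in the higher group and libraries that do not overlap. Up to 4 called members with the smallest adjusted p per list described, members not called with their values, the genes the study named for staining or quantitative PCR, and imprinted genes were named as well. Some of these genes are not reported here.

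Similarity of libraries was the Pearson correlation of log2(CPM+1). The alternatives were other scalings (RLE, upper quartile, total counts), other filters, no fold minimum, only the libraries compared, the replicate number as a block, leaving out each library, DESeq2 1.42.0, and DESeq2 with the criterion of the study. The figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Gene ontology terms were not analysed here.

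The models were tested on simulated counts with 200 changed genes. For day 16 versus day 0 in IVF cells 47.8%, 97.0% and 100% of genes changed 2-fold, 4-fold and 8-fold were called (9 false calls among 18273 genes). For PA versus IVF cells at day 45 these were 40.3%, 100% and 100% (8 false calls among 18259), over days 16, 28 and 45 53.7%, 100% and 100% (1 among 18096), and for the difference of the steps from day 16 to day 28 38.8%, 91.0% and 98.5% (5 among 18221). A changed list of 15 genes was found in each, and 0 of 40 unchanged lists were called. The simulated genes varied independently of each other, so this does not show how often lists of correlated genes are called by chance. Each gene was simulated with the same spread in all groups. The values therefore do not cover the wider spread of the real PA libraries of day 45.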

Results

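The series held 16 libraries from porcine embryonic stem cells on the way to midbrain dopaminergic neurons, 2 for each of 8 groups: IVF cells and PA cells at days 0, 16, 28 and 45. PA cells come from parthenogenetic embryos, which have no paternal genome. Levels are given as mean ± SD of the 2 libraries in CPM (TMM-scaled), and log2 fold changes with their standard error, from the edgeR quasi-likelihood fit. A gene rose or fell when its Benjamini-Hochberg adjusted p was below 0.05 and it changed at least 2-fold. Of 28232 genes in the table, 18528 were tested. Gene lists were written from general knowledge of the cell types and pathways, before the data were examined, except where another time is given. Lists were called with a preset correlation between genes, and with an estimated one most of these calls were lost, so both values are given. List counts adjusted over the list alone equalled those over all genes tested unless both are given. Each embryo origin had 1 cell line, so embryo origin and cell line cannot be told apart, and the labels do not say whether the 2 replicates were separate cultures.

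Across the tested genes, IVF and PA libraries of the same day correlated at r = 0.983 at day 0, 0.979 at day 16, 0.965 at day 28 and 0.963 at day 45 (Pearson, log2(CPM+1), mean of 4 pairs). Within IVF cells the mean correlation was 0.898 ± 0.0014 between days 0 and 16, 0.9498 ± 0.00051 between days 16 and 28 and 0.967 ± 0.0038 between days 28 and 45 (SD of 4 pairs). Within PA cells it was 0.905 ± 0.0021, 0.917 ± 0.0035 and 0.955 ± 0.0031. At days 0 and 16 libraries were thus closer to the other line on the same day than to another day of their own line, while IVF libraries of days 28 and 45 were as close to each other as to PA libraries of the same day. Days 28 and 45 were the closest pair of successive days in both lines. Replicates correlated at 0.995 on average over 8 pairs, with 0.983 as the lowest, in PA cells at day 45. The component with the largest share held 61.0% of the variance and separated day 0 from the later days, and the next held 15.3%.

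**Figure D1:**
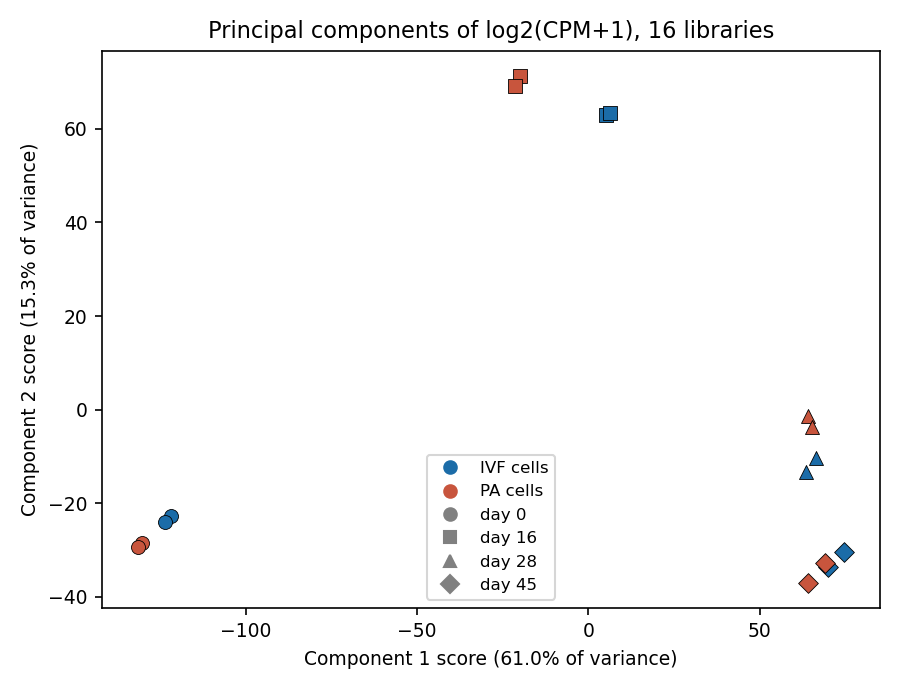
Principal components of log2(CPM+1) for the 16 libraries, coloured by line and shaped by day. Each point is 1 library.

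Between day 0 and day 16 IVF cells lost RNA of pluripotency genes and gained RNA of ventral neural genes. POU5F1, a core factor of pluripotency, fell from 918 ± 16.2 to 0 CPM (at least 14400.4-fold, adjusted p = 1.66e-10, chromosome 7, 23564654 to 23570691). CORIN, a surface marker of the floor plate, rose from 0.133 ± 0.111 to 228 ± 21.9 CPM (log2 fold change 10.71 ± 0.40, adjusted p = 5.05e-11). The signal SHH rose from 0.241 ± 0.0330 to 143 ± 25.4 CPM (log2 fold change 9.19 ± 0.27, adjusted p = 9.98e-12). NEFL, a neurofilament, rose from 0.629 ± 0.0442 to 779.9 ± 24.9 CPM (log2 fold change 10.27 ± 0.32, adjusted p = 1.21e-11). In all, 3745 genes rose and 2590 fell.

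The largest rises included genes that were not counted at day 0: PMCH, a hypothalamic peptide precursor, at 205 ± 22.9 CPM (at least 2548-fold, adjusted p = 1.43e-07), and SLC17A6, a vesicular glutamate transporter, at 86.9 ± 9.18 CPM (at least 1081-fold). Others were NKX2-1, a ventral forebrain factor, at 48.6 ± 4.13 CPM (at least 605-fold), ST18 at 34.6 ± 0.815 CPM (at least 430.4-fold) and NTS at 22.2 ± 0.932 CPM (at least 277-fold). Other stem cell genes fell to 0: VRTN from 179 ± 3.84 CPM (at least 2811-fold), PRDM14 from 163 ± 1.42 CPM (at least 2563-fold) and ZSCAN10 from 96.8 ± 4.11 CPM (at least 1518-fold). For the floor plate and ventral midbrain list, 12 of 13 tested members rose, 0 fell and 1 did not pass (camera adjusted p = 3.15e-24, adjusted p = 0.0416 with an estimated correlation), with FOXA1 at 8.43, FERD3L at 11.96 and LMX1A at 5.55 log2 units. Among pluripotency genes, 0 of 19 tested members rose, 12 fell and 7 did not pass (camera adjusted p = 1.13e-17, adjusted p = 4.40e-04 with an estimated correlation), with LIN28A at -5.47 and SALL4 at -4.33. The epithelium list fell whole: 0 of 8 tested members rose, 8 fell and 0 did not pass (camera adjusted p = 1.13e-17, adjusted p = 8.92e-04 with an estimated correlation), EPCAM at -8.89 and CDH1 at -5.95. For pan-neuronal genes, 10 of 12 tested members rose, 0 fell and 2 did not pass (camera adjusted p = 3.16e-17, adjusted p = 0.0516 with an estimated correlation), NEFM at 7.25. For neural progenitor genes, 10 of 14 tested members rose, 1 fell and 3 did not pass (camera adjusted p = 1.30e-08, adjusted p = 0.157 with an estimated correlation). There RFX4 rose by 8.11 and FABP7 by 6.95 while PAX6, a dorsal and forebrain progenitor factor, changed by -1.94. WNT targets counted 7 rises and 1 fall among 9 (camera adjusted p = 0.00250, adjusted p = 0.156 with an estimated correlation), with AXIN2 at 2.12 and LEF1 at 3.29. In the dopaminergic neuron list, 7 of 16 tested members rose, 3 fell and 6 did not pass (camera adjusted p = 0.0224, adjusted p = 0.231 with an estimated correlation). TH, the rate-limiting enzyme of dopamine synthesis, went from 0 to 4.40 ± 0.289 CPM (at least 54.7-fold). KCNJ6, a potassium channel of nigral neurons, rose by 5.93, NR4A2 by 1.95 and SOX6 by 3.95. The mitochondrial share of counts was 3.68 ± 0.1% at day 16 against 4.90 ± 0.028% at day 0. Scaling to total counts alone shifted the median log2 fold change of all genes by 0.12.

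From day 16 to day 28 RNA of cell cycle genes fell and that of interferon-response genes rose in IVF cells. TYMS, the thymidylate synthase of dividing cells, fell from 142 ± 11.14 to 17.3 ± 2.32 CPM (log2 fold change -3.04 ± 0.17, adjusted p = 1.66e-08). PLK1, a mitotic kinase, fell from 88.4 ± 1.02 to 16.0 ± 0.583 CPM (log2 fold change -2.46 ± 0.14, adjusted p = 1.66e-08). MX1, an antiviral GTPase, rose from 26.0 ± 4.16 to 189 ± 7.01 CPM (log2 fold change 2.86 ± 0.19, adjusted p = 6.74e-08). IFI6 rose from 16.6 ± 3.71 to 489 ± 50.9 CPM (log2 fold change 4.88 ± 0.34, adjusted p = 7.90e-08). TH rose from 4.40 ± 0.289 to 24.6 ± 0.671 CPM (log2 fold change 2.48 ± 0.15, adjusted p = 1.11e-07, chromosome 2, 1499628 to 1506180). OTX2, a forebrain and midbrain factor, fell from 352 ± 2.50 to 124 ± 0.0163 CPM (log2 fold change -1.50 ± 0.21, adjusted p = 5.67e-05). The counts were 1871 genes up and 2148 down.

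Genes that appeared from 0 counts were MS4A7 at 23.0 ± 2.30 CPM (at least 360.4-fold), TFF3 at 17.8 ± 1.896 CPM (at least 279-fold) and PENK, an opioid precursor, at 14.5 ± 2.47 CPM (at least 228-fold). DLX1, a factor of forebrain GABAergic neurons, went from 0.0213 ± 0.0301 to 31.5 ± 7.03 CPM (1479.6-fold (95% counting interval 409 to 12223), adjusted p = 4.50e-08). FGFBP3 fell from 124 ± 16.5 to 1.27 ± 0.139 CPM (log2 fold change -6.61 ± 0.31, adjusted p = 3.89e-09). The Notch target HES5 fell from 13.6 ± 3.27 to 0.232 ± 0.0757 CPM (log2 fold change -5.86 ± 0.41, adjusted p = 9.86e-08). All cell cycle genes fell: 0 of 14 tested members rose, 14 fell and 0 did not pass (camera adjusted p = 8.65e-18, adjusted p = 0.118 with an estimated correlation). For the interferon list, 13 of 14 tested members rose, 0 fell and 1 did not pass (camera adjusted p = 2.36e-14, adjusted p = 0.0836 with an estimated correlation), IFIT3 at 5.13. Synaptic genes rose in part: 6 of 23 tested members rose, 0 fell and 17 did not pass (camera adjusted p = 1.03e-04, adjusted p = 0.421 with an estimated correlation), with the glutamate receptor genes GRIN2B at 2.92 and GRIA1 at 3.20. Among Notch targets, 0 of 9 tested members rose, 6 fell and 3 did not pass (camera adjusted p = 1.14e-05, adjusted p = 0.0836 with an estimated correlation). DAPT, a blocker of Notch cleavage, was in the medium from day 16. For caudal midbrain and isthmus genes, 0 of 9 tested members rose, 6 fell and 3 did not pass (camera adjusted p = 0.0123, adjusted p = 0.185 with an estimated correlation), with BARHL1 at -1.40. FGF targets gave 3 falls among 9 (camera adjusted p = 0.00425, adjusted p = 0.421 with an estimated correlation), DUSP6 at -2.36 and ETV5 at -3.12. Genes that answer cAMP, which was added from day 16 as dibutyryl-cAMP, counted 4 rises among 11 (camera adjusted p = 0.00425, adjusted p = 0.0836 with an estimated correlation), SIK1 at 3.05 and PDE4B at 1.60. NKX2-1 changed by -1.13, and by -0.89 without IVF replicate 1 of day 28, where the call was lost.

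By day 45 several astrocyte genes and motility and matrix genes rose in IVF cells. GFAP, the astrocyte filament, rose from 0.525 ± 0.295 to 5.55 ± 1.80 CPM (log2 fold change 3.40 ± 0.50, adjusted p = 1.24e-04). The glutamine synthetase gene GLUL rose from 280.4 ± 14.4 to 653 ± 47.8 CPM (log2 fold change 1.22 ± 0.12, adjusted p = 5.87e-06). SPARCL1 rose from 3.44 ± 0.894 to 193 ± 37.8 CPM (log2 fold change 5.81 ± 0.37, adjusted p = 4.23e-07). LGALS1, a lectin of migrating cells, rose from 9.90 ± 2.36 to 174 ± 44.9 CPM (log2 fold change 4.13 ± 0.21, adjusted p = 5.30e-08). CD44 rose from 5.32 ± 0.293 to 35.6 ± 3.77 CPM (log2 fold change 2.74 ± 0.16, adjusted p = 8.86e-08). TH rose again, from 24.6 ± 0.671 to 68.7 ± 12.3 CPM (log2 fold change 1.48 ± 0.14, adjusted p = 8.32e-06). LMX1A, a floor plate and dopaminergic factor, fell from 87.3 ± 0.411 to 25.3 ± 4.97 CPM (log2 fold change -1.78 ± 0.21, adjusted p = 2.22e-05). Here 1865 genes rose and 1224 fell.

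The mitochondrial share of counts was 7.23 ± 1.5% at day 45 against 3.71 ± 0.18% at day 28. AKR1CL1, an aldo-keto reductase (chromosome 10, 65559508 to 65572892), had the largest rise of the genes named, from 0.995 ± 0.00603 to 202 ± 74.2 CPM (log2 fold change 7.66 ± 0.31, adjusted p = 6.35e-09). AGT, the angiotensin precursor made by astrocytes, rose from 0.251 ± 0.0375 to 18.4 ± 1.41 CPM (log2 fold change 6.18 ± 0.50, adjusted p = 1.17e-06). SHOX2, a homeobox factor, fell from 13.9 ± 2.83 to 0.295 ± 0.0771 CPM (log2 fold change -5.56 ± 0.55, adjusted p = 5.32e-06). CYP26A1, which breaks down retinoic acid, fell from 5.79 ± 0.0812 to 0.187 ± 0.0180 CPM (log2 fold change -4.93 ± 0.30, adjusted p = 1.38e-07). For the motility and matrix list, 9 of 16 tested members rose, 0 fell and 7 did not pass (camera adjusted p = 8.10e-11, adjusted p = 0.158 with an estimated correlation), ITGB4 at 2.36 and TNC at 2.54. Among astrocyte genes, 8 of 11 tested members rose, 0 fell and 3 did not pass (camera adjusted p = 1.45e-05, adjusted p = 0.314 with an estimated correlation), SOX9 at 1.51. Among vascular leptomeningeal and fibroblast genes, 6 of 13 tested members rose, 1 fell and 6 did not pass (camera adjusted p = 0.0321, with the call lost at 0.0677 without IVF replicate 2 of day 28 and 0.101 without IVF replicate 2 of day 45, adjusted p = 0.592 with an estimated correlation), POSTN at 3.96 and COL1A1 at 2.14. Cell cycle genes went on falling: 0 of 14 tested members rose, 8 fell and 6 did not pass (camera adjusted p = 1.37e-05, adjusted p = 0.533 with an estimated correlation), MCM2 at -2.33 and RRM2 at -1.97. Floor plate genes, raised at day 16, now gave 6 falls among 13 (camera adjusted p = 0.00330, adjusted p = 0.533 with an estimated correlation), SPON1 at -1.84 and SIM1 at -2.33. Forebrain genes counted 7 rises and 1 fall among 13 (camera adjusted p = 0.0144, adjusted p = 0.533 with an estimated correlation), with LHX2 at 1.66, RAX at 5.00 and NKX2-1 at 1.26. SLC6A3, the dopamine transporter, was low throughout and fell from 1.48 ± 0.126 to 0.146 ± 0.00897 CPM (log2 fold change -3.31 ± 0.39, adjusted p = 1.90e-05).

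**Figure D2:**
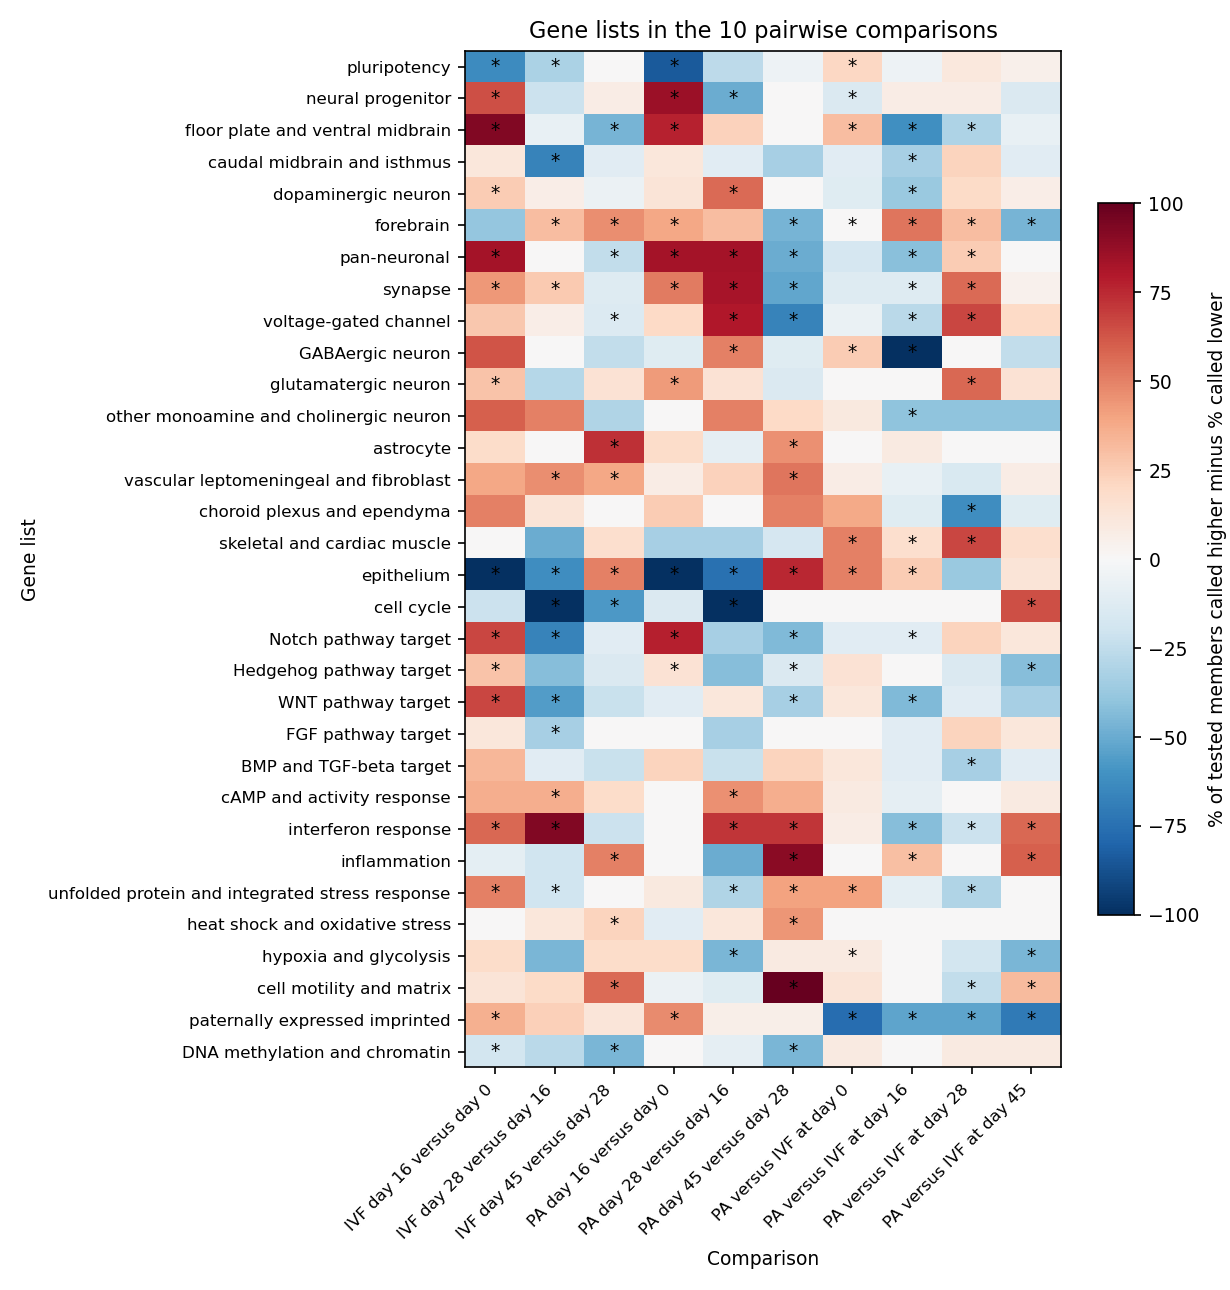
The 32 gene lists called in at least 1 of 10 comparisons. Colour is the percentage of tested members called higher minus the percentage called lower, and * marks a camera adjusted p below 0.05.

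PA cells also lost RNA of pluripotency genes by day 16, and gained RNA of floor plate and forebrain genes. POU5F1 fell from 1073 ± 44.0 to 0.0209 ± 0.0295 CPM (49396-fold (95% counting interval 13674 to 4.08e+05), adjusted p = 1.76e-10). ZFP42 fell from 122 ± 0.608 to 0 CPM (at least 1869-fold, adjusted p = 4.26e-09). LMX1A rose from 6.07 ± 0.786 to 60.7 ± 2.40 CPM (log2 fold change 3.32 ± 0.23, adjusted p = 2.81e-08). FOXA2, the factor that defines the floor plate with it, went from 28.2 ± 1.45 to 14.0 ± 2.07 CPM (log2 fold change -1.01 ± 0.31, and -0.96 without PA replicate 2 of day 0, -0.87 without PA replicate 2 of day 16 or -0.92 with total counts, where the call was lost). NKX2-1 rose from 0.143 ± 0.0235 to 218 ± 4.39 CPM (log2 fold change 10.55 ± 0.27, adjusted p = 8.61e-12). WNT8B, a signal of the forebrain midline, rose from 0 to 474 ± 33.5 CPM (at least 7187-fold, adjusted p = 2.84e-09, chromosome 14, 111562278 to 111589897). Together 3331 genes rose and 2674 fell.

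TH went from 0 to 15.7 ± 0.918 CPM (at least 237-fold, adjusted p = 1.71e-10). KCNJ6, the GIRK2 channel of nigral neurons, rose from 0.552 ± 0.124 to 6.88 ± 0.164 CPM (log2 fold change 3.64 ± 0.32, adjusted p = 2.43e-07). NR4A2, a dopaminergic factor, rose by 1.83. The neuronal microtubule gene MAP2 rose by 2.56 and SYP, a synaptic vesicle gene, by 2.74. MAGEL2, an imprinted gene expressed from the paternal copy in other mammals, went from 0 to 113 ± 9.90 CPM in these cells without a paternal genome (at least 1719-fold, adjusted p = 8.41e-12). SEMA3A rose from 0 to 65.0 ± 6.94 CPM (at least 986-fold) and PMCH from 0 to 142 ± 6.77 CPM (at least 2148-fold). In the pluripotency list, 0 of 19 tested members rose, 16 fell and 3 did not pass (camera adjusted p = 2.81e-22, adjusted p = 1.70e-04 with an estimated correlation). The epithelium list had 8 falls among 8 (camera adjusted p = 9.82e-21, adjusted p = 1.70e-04 with an estimated correlation). For floor plate genes, 11 of 13 tested members rose, 1 fell and 1 did not pass (camera adjusted p = 3.58e-14, adjusted p = 0.0773 with an estimated correlation), FOXA2 being the fall, with SHH at 6.21, FOXA1 at 3.98 and SIM1 at 6.59. Neural progenitor genes gave 12 rises among 14 (camera adjusted p = 9.48e-14, adjusted p = 0.0773 with an estimated correlation), FABP7 at 9.10, NR2E1 at 7.49 and RFX4 at 6.68. The forebrain list counted 7 rises and 2 falls among 13 (camera adjusted p = 0.00798, adjusted p = 0.425 with an estimated correlation), EMX2 at 6.98 and LHX2 at 5.02.

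From day 16 to day 28 neuronal genes rose in PA cells. SYN1, a synaptic vesicle protein, rose from 2.47 ± 0.424 to 42.3 ± 2.33 CPM (log2 fold change 4.10 ± 0.20, adjusted p = 2.20e-09). RIMS1, of the release site, rose from 19.2 ± 0.0856 to 152 ± 5.39 CPM (log2 fold change 2.99 ± 0.12, adjusted p = 5.90e-10). The glutamate receptor genes GRIA2 and GRIA1 rose from 39.5 ± 0.957 to 379 ± 9.31 CPM (log2 fold change 3.26 ± 0.17, adjusted p = 2.90e-09) and from 6.69 ± 1.43 to 217 ± 15.2 CPM (log2 fold change 5.01 ± 0.19, adjusted p = 4.21e-10). In the dopaminergic list DDC, which makes dopamine from L-DOPA, rose from 0.806 ± 0.337 to 40.4 ± 4.88 CPM (log2 fold change 5.63 ± 0.38, adjusted p = 2.24e-08). TH rose from 15.7 ± 0.918 to 56.3 ± 5.07 CPM (log2 fold change 1.85 ± 0.14, adjusted p = 2.69e-07). KCNJ6 rose from 6.88 ± 0.164 to 84.7 ± 7.27 CPM (log2 fold change 3.62 ± 0.25, adjusted p = 2.83e-08). Calls numbered 3385 up and 3004 down, and the mitochondrial share of counts was 4.02 ± 0.16% at day 28 against 5.70 ± 0.39% at day 16.

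TNFSF11, a cytokine gene (chromosome 11, 24468011 to 24505421), went from 0 to 18.8 ± 1.43 CPM (at least 288-fold, adjusted p = 1.43e-08), and GSX1, a ventral forebrain factor, from 0 to 11.9 ± 2.38 CPM (at least 183-fold, adjusted p = 7.32e-07). The neuropeptide gene GAL went from 0 to 6.73 ± 0.800 CPM (at least 103-fold, adjusted p = 5.91e-07). KRT18, an epithelial keratin, fell from 38.6 ± 0.238 to 0.195 ± 0.0905 CPM (log2 fold change -7.59 ± 0.25, adjusted p = 3.40e-10), with OTX2 at -3.27, PAX6 at -2.70 and GFAP at -3.65. For synaptic genes, 19 of 23 tested members rose, 0 fell and 4 did not pass (camera adjusted p = 7.08e-17, adjusted p = 0.0853 with an estimated correlation). For voltage-gated channels, 12 of 15 tested members rose, 0 fell and 3 did not pass (camera adjusted p = 5.08e-09, adjusted p = 0.0853 with an estimated correlation), KCNQ3 at 3.89. For pan-neuronal genes, 10 of 12 tested members rose, 0 fell and 2 did not pass (camera adjusted p = 6.95e-09, adjusted p = 0.186 with an estimated correlation), MAP2 at 1.70. Dopaminergic neuron genes, some of them named by the study and so not independent of it, gave 9 rises among 16 (camera adjusted p = 1.26e-04, adjusted p = 0.0853 with an estimated correlation), with RET at 3.68 and NR4A2 at 1.46. GABAergic genes counted 4 rises among 8 (camera adjusted p = 0.0424, with the call lost at 0.0513 with RLE scaling, 0.0705 with total counts, 0.0590 with the replicate number as a block and 0.0616 without PA replicate 2 of day 16, adjusted p = 0.296 with an estimated correlation), GAD1 at 5.89 and GAD2 at 4.59. As in IVF cells, cell cycle genes all fell: 0 of 14 tested members rose, 14 fell and 0 did not pass (camera adjusted p = 6.17e-11, adjusted p = 0.220 with an estimated correlation), TYMS at -3.94. Interferon-response genes counted 10 rises among 14 (camera adjusted p = 4.00e-09, adjusted p = 0.0853 with an estimated correlation). The hypoxia and glycolysis list counted 6 falls and 1 rise among 11 (camera adjusted p = 0.0191, adjusted p = 0.686 with an estimated correlation), with the enzymes LDHA at -2.94 and ENO1 at -2.97 and the kinase PDK1 at -2.55.

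From day 28 to day 45 many synaptic and channel genes fell in PA cells, and matrix and inflammation genes rose. KCNJ6 fell from 84.7 ± 7.27 to 26.1 ± 7.37 CPM (log2 fold change -1.70 ± 0.23, adjusted p = 3.85e-05). MAP2 fell from 1931 ± 19.2 to 767 ± 92.8 CPM (log2 fold change -1.33 ± 0.15, adjusted p = 1.09e-05). LGALS1 rose from 24.7 ± 3.21 to 369 ± 72.4 CPM (log2 fold change 3.90 ± 0.21, adjusted p = 3.23e-08). VCAM1, an adhesion molecule of inflamed tissue, rose from 2.69 ± 0.618 to 108 ± 33.0 CPM (log2 fold change 5.33 ± 0.25, adjusted p = 5.08e-08). C3, a complement component, rose from 0.887 ± 0.296 to 27.4 ± 19.2 CPM (log2 fold change 4.94 ± 0.45, adjusted p = 2.27e-06). Standard errors and adjusted p rest on a spread pooled over all 8 groups. They can be too small for PA cells at day 45. In total 2034 genes rose and 1528 fell, and 3611 or 3882 were called without replicate 1 or 2 of day 45, the pair of libraries that differed most.

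AKR1CL1 rose from 0.415 ± 0.0614 to 126 ± 19.04 CPM (log2 fold change 8.24 ± 0.33, adjusted p = 4.78e-09), as it had in IVF cells. CP, a ferroxidase of astrocytes and liver, rose from 1.35 ± 0.0731 to 100.4 ± 69.7 CPM (log2 fold change 6.22 ± 0.52, adjusted p = 3.74e-06). DBX1, a factor of hypothalamic and spinal cord progenitors, fell from 45.6 ± 3.10 to 0.498 ± 0.114 CPM (log2 fold change -6.51 ± 0.27, adjusted p = 4.78e-09). WNT8B fell from 54.0 ± 8.07 to 2.24 ± 1.93 CPM (log2 fold change -4.61 ± 0.42, adjusted p = 2.25e-06). NKX2-1 fell from 197 ± 12.7 to 42.2 ± 3.77 CPM (log2 fold change -2.22 ± 0.16, adjusted p = 3.09e-07). The motility and matrix list rose whole, 16 of 16 (camera adjusted p = 6.33e-26, adjusted p = 0.0428 with an estimated correlation). Of 10 inflammation genes 9 rose (camera adjusted p = 1.10e-07, adjusted p = 0.0716 with an estimated correlation), CCL2 at 4.36 and ICAM1 at 4.35. For synaptic genes, 0 of 23 tested members rose, 12 fell and 11 did not pass (camera adjusted p = 6.00e-10, adjusted p = 0.191 with an estimated correlation), GRIA2 at -1.63, and for voltage-gated channels, 1 of 15 tested members rose, 11 fell and 3 did not pass (camera adjusted p = 5.85e-10, adjusted p = 0.0716 with an estimated correlation), SCN1A at -1.81. Epithelial genes counted 6 rises among 8 (camera adjusted p = 2.38e-06, adjusted p = 0.0354 with an estimated correlation), KRT18 at 3.00. Among astrocyte genes, 5 of 11 tested members rose, 0 fell and 6 did not pass (camera adjusted p = 3.33e-05, adjusted p = 0.234 with an estimated correlation), AGT at 6.49, CLU at 1.82 and SPARCL1 at 5.72. LMX1A changed by -1.28, and by -0.91 with the call lost without PA replicate 2 of day 45, and GFAP by 2.80, and by 1.80 without replicate 1. The mitochondrial share was 7.00 ± 1.2% against 4.02 ± 0.16% at day 28, the same direction as in IVF cells.

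Both lines made many of the same moves. From day 0 to day 16, 2610 genes rose and 1903 fell in both lines. Independent lists would share 673 and 374. In this step 57 genes went opposite ways. From day 16 to day 28 the shared numbers were 1321 and 1491 (expected 342 and 348), and from day 28 to day 45 820 and 392 (expected 205 and 101), with 83 and 106 opposite. The correlation of log2 fold changes between the lines fell from r = 0.758 over 0.579 to 0.382 across the 18528 genes.

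The steps themselves differed between the lines, for fewer genes up to day 16 than in each later step. From day 0 to day 16 the PA step was higher than the IVF step for 423 genes and lower for 844. FOXA2 had a difference of -5.24 ± 0.47 log2 units (adjusted p = 1.14e-05), FOXA1 of -4.45 and CORIN of -5.27, in a floor plate list with 8 lower of 13 (0 higher and 9 lower when adjusted over the list alone, camera adjusted p = 2.20e-17, adjusted p = 0.0573 with an estimated correlation). FOXA2 and FOXA1 were already higher in PA cells at day 0, so their differences hold that gap as well as the gap at day 16. From day 16 to day 28 it was higher for 1823 and lower for 992 genes, with 16 higher of 23 synaptic genes (camera adjusted p = 7.54e-16, adjusted p = 0.0965 with an estimated correlation). There SYP had 1.78 ± 0.19 (adjusted p = 2.04e-05), RIMS1 2.45 and MAP2 1.56. From day 28 to day 45 it was higher for 1458 and lower for 1465 genes. In that step 11 of 14 interferon genes were higher (12 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1.42e-10, adjusted p = 0.147 with an estimated correlation), MX1 at 1.88. Of forebrain genes 8 of 13 were lower (0 higher and 9 lower when adjusted over the list alone, camera adjusted p = 3.94e-10, adjusted p = 0.147 with an estimated correlation), NKX2-1 at -3.49 and LHX2 at -4.43.

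At day 0 PA cells had less RNA of most paternally expressed imprinted genes. PEG3 was at 0 against 144 ± 17.2 CPM in PA and IVF cells (at least 2178-fold, adjusted p = 1.06e-09). MAGEL2 was at 0 against 101 ± 13.9 CPM (at least 1526-fold, adjusted p = 1.46e-10) and NDN at 0 against 33.3 ± 1.47 CPM (at least 504-fold, adjusted p = 1.48e-08, chromosome 1, 142412688 to 142413665). PEG10 was at 0.0211 ± 0.0299 against 394 ± 74.7 CPM (17899-fold (95% counting interval 4954 to 1.48e+05), adjusted p = 1.03e-08). PA cells had more FOXA2, 28.2 ± 1.45 against 4.38 ± 2.96 CPM (log2 fold change 2.68 ± 0.34, adjusted p = 1.25e-04). They had less PAX6, 0.0457 ± 0.0646 against 14.6 ± 7.44 CPM (log2 fold change -8.29 ± 0.69, adjusted p = 2.89e-06). Here 734 genes were higher and 490 lower in PA cells, and the mitochondrial share of counts was 5.56 ± 0.28% against 4.90 ± 0.028% in IVF cells.

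For the paternally expressed imprinted list, 0 of 17 tested members were higher in PA cells, 13 were lower and 4 did not pass (1 higher and 13 lower when adjusted over the list alone, camera adjusted p = 6.21e-104, adjusted p = 1.58e-06 with an estimated correlation). The list was written from other mammals, and TRIM4, at 0 against 47.6 ± 0.732 CPM (at least 722-fold), was not on it. TSTD1, a sulfurtransferase, was counted in PA cells alone, 19.4 ± 1.72 against 0 CPM (at least 242-fold, chromosome 4, 89401320 to 89402741). So were UNC13C at 18.3 ± 0.239 against 0 CPM (at least 228-fold) and CAV2, a caveolar protein, at 13.8 ± 0.405 against 0 CPM (at least 171-fold). In the epithelium list, 4 of 8 tested members were higher in PA cells, 0 were lower and 4 did not pass (camera adjusted p = 9.86e-10, adjusted p = 0.00319 with an estimated correlation), with KRT8 at 1.80, KRT18 at 2.23 and KRT19 at 1.72. Of floor plate genes, 4 of 13 tested members were higher in PA cells, 0 were lower and 9 did not pass (6 higher and 0 lower when adjusted over the list alone, camera adjusted p = 8.95e-04, adjusted p = 0.646 with an estimated correlation), FOXA1 at 2.42 and SHH at 2.62. Among pluripotency genes, 4 of 19 tested members were higher in PA cells, 0 were lower and 15 did not pass (5 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0328, with the call lost at 0.0655 without IVF replicate 2 of day 0 and 0.0580 without PA replicate 2 of day 0, adjusted p = 0.208 with an estimated correlation), with POU5F1 at 1073 ± 44.0 CPM in PA and 918 ± 16.2 CPM in IVF cells. The neural progenitor list had 2 higher and 4 lower of 14 (camera adjusted p = 0.0141, with the call lost at 0.0552 with fry, adjusted p = 0.662 with an estimated correlation), NR2E1 at -1.32 and FABP7 at -1.76 besides PAX6.

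At day 16 several ventral midbrain and neuronal genes were lower in PA cells and several forebrain genes higher. FOXA2 was at 14.0 ± 2.07 against 82.6 ± 6.17 CPM in PA and IVF cells (log2 fold change -2.56 ± 0.32, adjusted p = 6.81e-05). LMX1A was at 60.7 ± 2.40 against 167 ± 13.5 CPM (log2 fold change -1.46 ± 0.21, adjusted p = 2.20e-04). NKX2-1 was at 218 ± 4.39 against 48.6 ± 4.13 CPM (log2 fold change 2.17 ± 0.15, adjusted p = 1.04e-06). TH went the other way, 15.7 ± 0.918 against 4.40 ± 0.289 CPM (log2 fold change 1.83 ± 0.15, adjusted p = 6.02e-06), while KCNJ6 was at 6.88 ± 0.164 against 32.0 ± 0.800 CPM (log2 fold change -2.22 ± 0.24, adjusted p = 1.99e-05). PA cells had 648 genes higher and 1035 lower. The mitochondrial share of counts was 5.70 ± 0.39% in PA and 3.68 ± 0.1% in IVF cells.

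In the floor plate and ventral midbrain list, 0 of 13 tested members were higher in PA cells, 8 were lower and 5 did not pass (camera adjusted p = 8.10e-15, adjusted p = 0.0537 with an estimated correlation), with CORIN at -3.37 and FOXA1 at -2.03. Of dopaminergic neuron genes, several named by the study and so not independent of it, 1 of 16 tested members was higher in PA cells, 7 were lower and 8 did not pass (1 higher and 8 lower when adjusted over the list alone, camera adjusted p = 3.36e-05, adjusted p = 0.0531 with an estimated correlation), TH being the higher gene. All 8 GABAergic genes were lower (camera adjusted p = 4.91e-11, adjusted p = 0.0128 with an estimated correlation), GAD1 at -2.62 and GATA3, a factor of midbrain GABAergic neurons, at -4.68. Of pan-neuronal genes, 0 of 12 tested members were higher in PA cells, 5 were lower and 7 did not pass (camera adjusted p = 8.78e-11, adjusted p = 0.0901 with an estimated correlation), NEFL at -1.82 and NEFM at -1.90. In the forebrain list, 8 of 13 tested members were higher in PA cells, 1 was lower and 4 did not pass (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.68e-07, adjusted p = 0.0901 with an estimated correlation), EMX2 at 2.15. RAX, an eye field and hypothalamic factor, was at 7.79 ± 0.480 against 0.202 ± 0.105 CPM (log2 fold change 5.25 ± 0.57, adjusted p = 2.20e-05). DES, a muscle filament, was at 5.02 ± 0.101 against 0.106 ± 0.0298 CPM (log2 fold change 5.53 ± 0.55, adjusted p = 1.60e-05). CAPN6 was at 137 ± 1.22 against 6.91 ± 0.620 CPM (log2 fold change 4.31 ± 0.32, adjusted p = 8.48e-07). The imprinted list had 10 lower and 1 higher of 17 (1 higher and 11 lower when adjusted over the list alone, camera adjusted p = 6.85e-67, adjusted p = 1.05e-05 with an estimated correlation), the higher gene being ZIM2, named after its values were seen, at 4.37 ± 1.28 against 0 CPM (at least 68.5-fold). The hindbrain genes HOXA2 and GBX2 were low, at 0.102 ± 0.145 and 0.253 ± 0.0920 CPM in PA and 1.21 ± 0.454 and 0.117 ± 0.165 CPM in IVF cells.

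**Figure D3:**
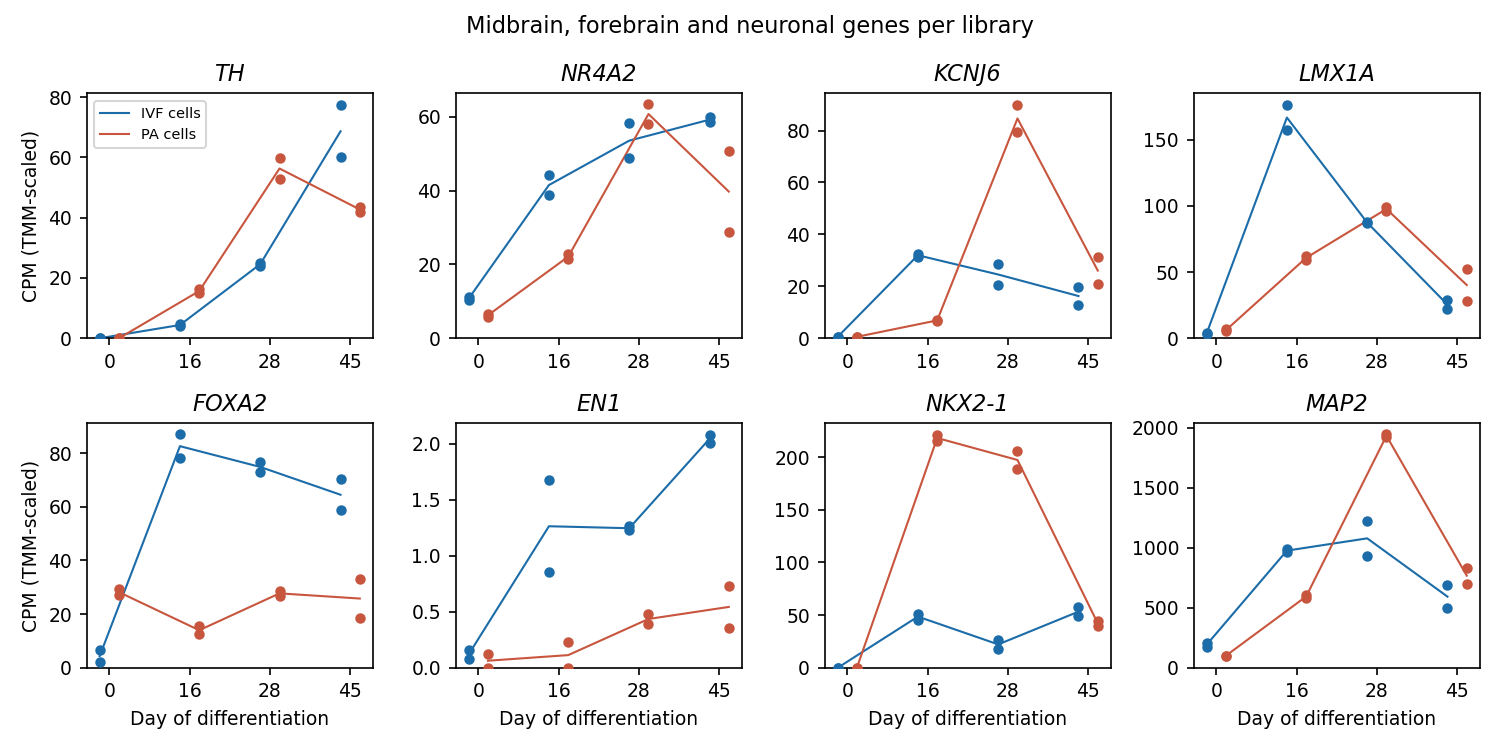
Levels of 8 midbrain, forebrain and neuronal genes in each library, in CPM. Points are libraries and lines join the group means.

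By day 28 many synaptic and channel genes were higher in PA cells. SYP was at 201 ± 21.4 against 86.7 ± 5.51 CPM in PA and IVF cells (log2 fold change 1.22 ± 0.14, adjusted p = 1.28e-05) and KCNJ6 at 84.7 ± 7.27 against 24.6 ± 5.98 CPM (log2 fold change 1.79 ± 0.23, adjusted p = 3.23e-05). TH stayed higher, 56.3 ± 5.07 against 24.6 ± 0.671 CPM (log2 fold change 1.20 ± 0.14, adjusted p = 3.13e-05). FOXA2 stayed lower, 27.7 ± 1.51 against 74.8 ± 2.61 CPM (log2 fold change -1.43 ± 0.30, adjusted p = 0.00189). NKX2-1 was at 197 ± 12.7 against 22.2 ± 5.62 CPM (log2 fold change 3.15 ± 0.16, adjusted p = 3.84e-08). In PA cells 1914 genes were higher and 1251 lower.

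For synaptic genes, 13 of 23 tested members were higher in PA cells, 0 were lower and 10 did not pass (camera adjusted p = 1.40e-08, adjusted p = 0.384 with an estimated correlation), RIMS1 at 1.52 and STX1A at 1.34. Of voltage-gated channels, 10 of 15 tested members were higher in PA cells, 0 were lower and 5 did not pass (camera adjusted p = 2.47e-08, adjusted p = 0.238 with an estimated correlation), CACNA1A at 1.87 and SCN1A at 1.66. In the pan-neuronal list, 5 of 12 tested members were higher in PA cells, 2 were lower and 5 did not pass (camera adjusted p = 0.00140, adjusted p = 0.494 with an estimated correlation), with DCX at 1.57 and NEFM at -1.38. In the glutamatergic list, 5 of 7 tested members were higher in PA cells, 1 was lower and 1 did not pass (camera adjusted p = 0.0362, adjusted p = 0.384 with an estimated correlation), SLC17A6 at 1.74. Among forebrain genes, 7 of 13 tested members were higher in PA cells, 3 were lower and 3 did not pass (8 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00801, adjusted p = 0.458 with an estimated correlation), RAX at 5.74. Floor plate genes had 1 higher and 5 lower of 13 (camera adjusted p = 0.0467, with the call lost at 0.0781 without PA replicate 2 of day 28, adjusted p = 0.659 with an estimated correlation), MSX1 at -2.16, with SIM1 at 2.03 the higher gene. TNFSF11 was at 18.8 ± 1.43 against 0 CPM (at least 312-fold, adjusted p = 1.05e-07). ZFR2 was at 26.4 ± 0.349 against 0.0297 ± 0.0420 CPM (875-fold (95% counting interval 299 to 4246), adjusted p = 3.24e-09) and AJAP1 at 15.7 ± 1.48 against 0.0198 ± 0.0280 CPM (780.0-fold (95% counting interval 216 to 6447), adjusted p = 6.72e-08). OTX2 was lower in PA cells, 56.1 ± 4.08 against 124 ± 0.0163 CPM (log2 fold change -1.15 ± 0.21, adjusted p = 7.21e-04). Among interferon genes, 2 of 14 tested members were higher in PA cells, 5 were lower and 7 did not pass (camera adjusted p = 0.0467, with the call lost at 0.0799 without PA replicate 1 of day 28, adjusted p = 0.494 with an estimated correlation), with OAS2 at 1.08 and IFI6 at -1.55. Of the imprinted list, 10 were lower and 1 higher (camera adjusted p = 2.53e-42, adjusted p = 1.86e-05 with an estimated correlation), with SGCE at 0.298 ± 0.196 against 74.8 ± 3.40 CPM (log2 fold change -7.98 ± 0.32, adjusted p = 4.87e-09).

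At day 45 several interferon and inflammation genes were higher in PA cells and most paternally expressed imprinted genes were lower than in IVF cells, while TH no longer differed by the rule used. TH was at 42.7 ± 1.18 against 68.7 ± 12.3 CPM in PA and IVF cells (log2 fold change -0.68 ± 0.14, adjusted p = 0.00197). NDN was at 0 against 126 ± 18.3 CPM (at least 2030.0-fold, adjusted p = 3.50e-09) and PEG10 at 0.534 ± 0.276 against 3811 ± 619.6 CPM (log2 fold change -12.81 ± 0.52, adjusted p = 2.38e-09, chromosome 9, 74474121 to 74486983). The difference covered 1542 genes higher and 1042 lower in PA cells, and 3331 or 2313 in all without PA replicate 1 or 2.

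For the imprinted list, 1 of 17 tested members was higher in PA cells, 13 were lower and 3 did not pass (camera adjusted p = 5.27e-63, adjusted p = 3.20e-06 with an estimated correlation), with SGCE at 0.366 ± 0.214 against 123 ± 8.50 CPM (log2 fold change -8.36 ± 0.31, adjusted p = 3.04e-09). Of interferon genes, 8 of 14 tested members were higher in PA cells, 0 were lower and 6 did not pass (camera adjusted p = 1.25e-06, adjusted p = 0.356 with an estimated correlation), OAS2 at 2.29 and MX1 at 1.40. Of inflammation genes, 6 of 10 tested members were higher in PA cells, 0 were lower and 4 did not pass (camera adjusted p = 7.76e-04, adjusted p = 0.485 with an estimated correlation), VCAM1 at 3.09 and C3 at 3.25. Cell cycle genes had 9 higher of 14 (camera adjusted p = 1.57e-06, adjusted p = 0.734 with an estimated correlation), RRM2 at 1.99 and MCM2 at 1.80. Forebrain genes, more of which were higher than lower in PA cells at days 16 and 28, had 6 lower of 13 (camera adjusted p = 2.81e-04, adjusted p = 0.485 with an estimated correlation), LHX2 at -1.75. The 2 PA libraries differed on these lists, replicate 2 minus replicate 1 having a median of -1.04 log2 units for cell cycle, 1.07 for forebrain, -0.59 for inflammation and -0.31 for interferon genes (-0.16, -0.35, -0.43 and -0.32 in IVF cells). AJAP1 was at 9.39 ± 0.936 against 0.0327 ± 0.0463 CPM (301-fold (95% counting interval 103 to 1461), adjusted p = 2.19e-07), and ATP8B4 at 12.0 ± 7.43 against 0.105 ± 0.00641 CPM (log2 fold change 6.81 ± 0.66, adjusted p = 4.23e-05). Because the spread was pooled over all groups, the adjusted p given for day 45 can be too small. FOXA2 was at 25.8 ± 10.2 against 64.5 ± 8.04 CPM (log2 fold change -1.32 ± 0.30, and -0.97 with the call lost without PA replicate 2).

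Over days 16, 28 and 45 together, FOXA2 differed in PA cells by -1.77 ± 0.18 log2 units (adjusted p = 4.33e-06) and NKX2-1 by 1.66 ± 0.09 (adjusted p = 2.30e-08). These are means over the days: NKX2-1 was higher in PA cells at days 16 and 28 but not at day 45. TH, at 0.78 ± 0.08 (adjusted p = 1.45e-05), was under the 2-fold limit. FOXA2 and TH, both chosen by the study, had opposite directions at days 16 and 28. Counts were 889 genes higher and 685 lower in PA cells over these days. For the imprinted list, 1 of 17 tested members was higher in PA cells, 12 were lower and 4 did not pass (camera adjusted p = 3.27e-114, adjusted p = 1.02e-06 with an estimated correlation). Of floor plate genes, 1 of 13 tested members was higher in PA cells, 4 were lower and 8 did not pass (camera adjusted p = 9.98e-05, adjusted p = 0.418 with an estimated correlation). The cell cycle list was called as higher (camera adjusted p = 0.00126, adjusted p = 0.657 with an estimated correlation) although 0 of its 14 genes passed. At all 4 days, 83 genes were higher and 63 lower in PA cells, where 0.221 and 0.104 would be so if the days were independent. The days are not independent, because they share the same cell lines and a fixed difference between the lines recurs on each. Among the lower genes were NDN, TRIM4, NNAT, PEG10 and NAP1L5, and among the higher TSTD1, AJAP1, ZFR2 and CAV2.

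**Figure D4:**
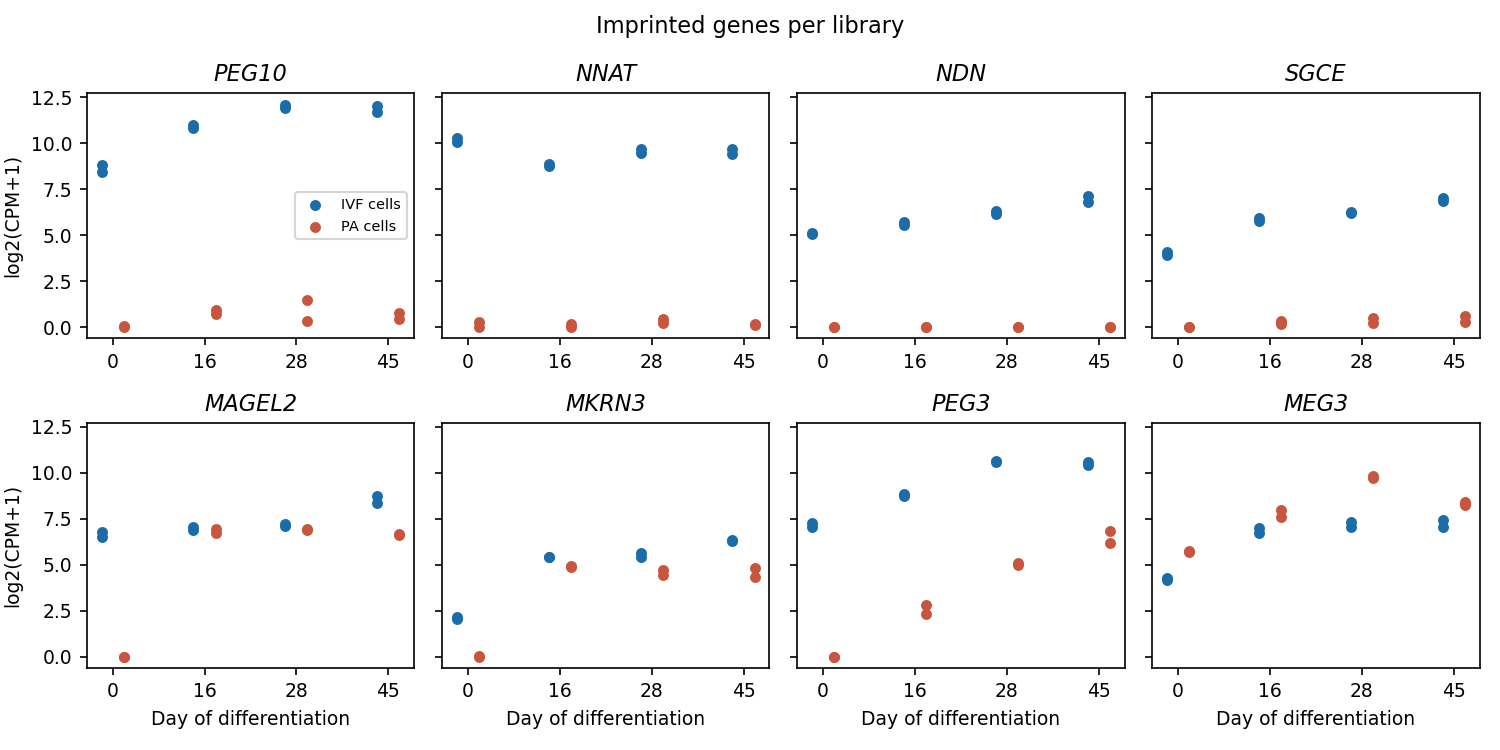
Imprinted genes in each library as log2(CPM+1). MEG3 is expressed from the maternal copy in other mammals and the other 7 from the paternal copy.

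NNAT shows the size of the imprinted difference at day 45: 0.103 ± 0.0238 against 761 ± 103 CPM in PA and IVF cells (log2 fold change -12.81 ± 0.42, adjusted p = 1.73e-10), with 0.106 ± 0.149 against 1149 ± 116 CPM at day 0. MEG3, expressed from the maternal copy in other mammals, was at 52.3 ± 1.22 against 17.7 ± 1.16 CPM at day 0 (log2 fold change 1.56 ± 0.16, adjusted p = 1.39e-05) and 882 ± 35.1 against 147 ± 18.3 CPM at day 28 (log2 fold change 2.59 ± 0.16, adjusted p = 6.72e-08). At day 16 it had a log2 fold change of 0.93 ± 0.15, under 2-fold, and at day 45 of 1.09 ± 0.15, with the call lost at 0.92 without IVF replicate 1 of day 45. In the maternally expressed list 2, 0, 2 and 1 of 9 genes were higher in PA cells at days 0, 16, 28 and 45 and 0, 0, 0 and 1 lower (2 higher and 1 lower when adjusted over the list alone at day 0), and the list was not called on any day. MAGEL2 reached 113 ± 9.90, 118 ± 2.85 and 99.6 ± 4.44 CPM in PA cells at days 16, 28 and 45 from 0 at day 0, and MKRN3 reached 28.7 ± 0.744, 23.3 ± 3.13 and 23.2 ± 5.64 CPM. PEG3 in PA cells was at 5.06 ± 1.55, 31.8 ± 2.17 and 92.2 ± 29.5 CPM, below IVF cells at 448 ± 21.7, 1589 ± 58.0 and 1479 ± 123 CPM.

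Some genes share sequence with another annotated gene, and the strand setting of the counting was not given. Of 496 named and list genes, 93 overlap a tested gene and 59 overlap 1 whose highest level reaches 10% of their own. The levels given here for AXIN2, CORIN, CP, EMX2, IFIT3, NAP1L5, NNAT, PMCH and SYN1 are uncertain for this reason.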

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

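The tests of explanations in this part were chosen after the patterns were seen, those of an overlapping gene and of hypothalamic neurons before their own values were seen, while the differences of steps and the other splits of the libraries were planned. The results in the next 3 paragraphs stood out because the step of PA cells differed from the step of IVF cells in a test of that difference (edgeR, adjusted p below 0.05 and at least 2-fold), and the values are the step of PA cells minus that of IVF cells in log2 units. The largest differences were ranked only among genes with a symbol that is no placeholder and a mean of at least 5 CPM in the highest group. A difference of steps holds the gap between the lines at the earlier day as well as that at the later day.

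From day 0 to day 16 the steps differed for 1267 genes. The largest positive differences were MAGEL2 15.05, SEMA3A 11.55, PAX6 9.55, PEG3 9.23, SLITRK3 8.00 and FAM181A 7.62, and among the largest negative ones were RASSF9 -10.60, UNC13C -8.59, KCNA6 -8.53, GATA3 -8.27 and SYNE4 -7.62. Among the study's genes the differences were LMX1A -2.23, FOXA2 -5.24, KCNJ6 -2.29 and SLC6A3 -1.75. Genes at 0 counts in a group, such as MAGEL2, have a value set by the prior count. At day 0 PAX6 was lower and FOXA2 higher in PA cells, and UNC13C was counted in PA cells alone. KCNA6 was higher in PA cells at both days, by 12.03 log2 units at day 0 and 3.50 at day 16. Without IVF replicate 1 of day 0 GATA3 gave -14.09. Calls were lost for SYNE4 (-6.94 without IVF replicate 1 of day 16), KCNJ6 (-2.06 without PA replicate 1 of day 0) and SLC6A3 (-1.50 without IVF replicate 1 of day 16).

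From day 16 to day 28 they differed for 2815 genes, with SST 11.42, GAL 11.39, EXO5 10.85, AJAP1 8.24, EYA4 7.50 and DNASE1L2 6.96 the most positive and MS4A7 -8.44, SLC39A12 -8.01, PENK -7.60, TSTD1 -6.52, CACNA2D4 -6.08 and KRT18 -4.76 the most negative. The study's genes gave LMX1A 1.62, KCNJ6 4.00, NR4A2 1.09, SYP 1.78, OTX2 -1.78, PAX6 -2.41 and MAP2 1.56. Calls were lost for EXO5 (9.93 without PA replicate 2 of day 28), PENK (-2.23 without PA replicate 1 of day 16), TSTD1 (-1.27 without IVF replicate 1 of day 28) and NR4A2 (0.97 without that library).

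From day 28 to day 45 they differed for 2923 genes: MOGAT1 6.63, FOSB 5.75, LTBP2 5.06, ACTA2 4.95, CILP 4.45 and DUSP5 4.31 were the most positive and SIX3 -5.01, DBX1 -4.87, HTR2C -4.64, NR5A1 -4.60, MGLL -4.56 and GPR160 -4.47 the most negative, and the study's genes gave TH -1.88, KCNJ6 -1.11, SLC6A3 1.49, DLG4 -1.29 and NKX2-1 -3.49. With total counts as the scaling 60.2% of the called genes were positive, against 49.9% with TMM, and the median of all genes moved by 0.11. Without PA replicate 2 of day 45 FOSB gave 2.75 and DUSP5 2.64, and without PA replicate 1 of day 28 ACTA2 gave 7.75. Calls were lost for MOGAT1 (11.40 without IVF replicate 2 of day 45), GPR160 (-2.03 without the same), KCNJ6 (-0.77 without the same) and SLC6A3 (1.19 without PA replicate 1 of day 28). Another annotated gene that reaches at least 10% of their level overlaps CACNA2D4, DLG4, DNASE1L2, GPR160, LTBP2, MGLL, MOGAT1 and SIX3, so these values are uncertain.

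MAGEL2, MKRN3 and PEG3, expressed from the paternal copy in other mammals, were counted in differentiated PA cells. RNA of IVF cells in the PA libraries is excluded, because PEG10, NNAT, NDN and SGCE reached at most 0.298% of the IVF level in PA cells at day 45, against 6.23% for PEG3, 26.0% for MAGEL2 and 29.8% for MKRN3. Reads of an overlapping annotated gene are excluded, since 0 of the 3 genes overlap one. Loss of silencing of the maternal copy during differentiation stays open: all 3 genes had a larger step from day 0 to day 16 in PA cells, but they were picked for this pattern and alleles were not measured. A difference between the lines in culture or in the embryo origin was not tested.

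Of 22 mitochondrial transfer RNA genes, 9 were higher in PA cells at all 4 days. Their median log2 fold change over the days was 4.01, a median of genes picked because they were called. Levels were low: group means reached 25.3 CPM in PA and 2.65 CPM in IVF cells for tRNA-Lys. The others reached at most 5.61 and 0.872 CPM. Most of these genes lie next to others: tRNA-Trp, tRNA-Ala, tRNA-Asn, tRNA-Cys and tRNA-Tyr are together at 6129 to 6509, and tRNA-Thr and tRNA-Pro are adjacent. The remaining ones, tRNA-Val (2206 to 2273) and tRNA-Lys (8891 to 8957), lie apart. More mitochondrial RNA in the PA libraries is excluded as the whole cause, because the median of the 13 mitochondrial protein genes was 0.30, although 2 of them, ND1 (1.27 at day 0) and ATP8 (1.70), named after their values were seen, were also higher at all 4 days. More short RNA as a whole has values against it, as 1 of the 5 most abundant of these transfer RNA genes was higher by at least 2-fold on average. The values were 3.34 for tRNA-Lys, but -0.23 for tRNA-Ser, 0.28 for tRNA-Leu, 0.05 for tRNA-Met and -0.16 for tRNA-Gln in log2 units. More short RNA is not excluded, because these genes are shorter than a sequencing read and their counts can hold RNA of neighbouring genes. A mitochondrial sequence of the PA line that maps differently to the reference cannot be told apart from a change in these RNAs, since read sequences were not used here and the value available, 9 of 22 genes, is the pattern itself. Mitochondrial haplotype belongs to the line and is inseparable from embryo origin in this design.

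TH was higher in PA cells at days 16 and 28 while FOXA2 was lower. A larger share of ventral midbrain cells among the PA cells has values against it at day 16. There 0 of 13 floor plate and ventral midbrain genes were higher and 8 lower, with a median log2 fold change of -1.87. The call of this list was lost with an estimated correlation. Its values were known before the test and the cells were not sorted, so a larger share of TH-making midbrain neurons is not excluded. This explanation also stays open at day 28, where 1 gene was higher and 5 lower, with a median of -0.93. The call of the list was lost there without PA replicate 2. Hypothalamic neurons, some of which make TH, are consistent with the data: of 22 hypothalamic genes written after the data were seen but before this test, 6 were higher and 2 lower of 21 tested at day 16 and 10 and 2 at day 28, with medians of 0.82 and 1.30 (0.52 and 1.17 with genes at 0 counts put at their bound). Among the most abundant at day 28 were TAC3 (176 ± 18.1 against 18.2 ± 3.86 CPM), OTP (57.5 ± 6.70 against 3.85 ± 0.206 CPM) and NKX2-4 (35.2 ± 0.140 against 3.00 ± 1.03 CPM). TAC3 was already at 420 ± 12.7 and 260 ± 39.2 CPM in PA and IVF stem cells at day 0, so it is not specific to neurons here. FEZF1, also among the higher genes, was at 200 ± 62.3 CPM in IVF cells at day 0. HCRT went the other way at day 28 (3.23 ± 0.756 against 85.7 ± 11.0 CPM), and cells were not sorted. PMCH, a hypothalamic gene not on that list, was at 142 ± 6.77 against 205 ± 22.9 CPM at day 16 (log2 fold change -0.53, not called) and 61.2 ± 3.70 against 12.6 ± 7.16 CPM at day 28 (log2 fold change 2.29, called). The share of TH from such cells was not measured, and a difference between the lines in response to the same signals was not tested.

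Other splits of the libraries within days 16, 28 and 45 were compared with the real one for PA versus IVF cells over these days, 60 of the 108 possible, the real one included. For the number of called genes 1 of 60 gave as many, with 1574 genes for the real split and 1182 for the highest other. A split that puts libraries of both lines in 1 group raises the spread within groups and lowers the number of calls. The real split was thus favoured, and this count does not exclude chance. For the number of called lists chance cannot be excluded: 19 of 60 gave as many, with 10 lists for the real split and 17 for the highest other.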

How the results depend on the processing

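TPM in place of CPM and leaving out libraries for the lists were chosen after seeing the data. Comparisons are given in the order of the steps of IVF cells, the steps of PA cells, PA versus IVF cells at days 0, 16, 28 and 45 and over the last 3, and the 3 differences of steps.

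Counts of called genes stayed within 1.5 times their value under every scaling, filter and test but the following. With no fold minimum they were 11348, 8702, 7774, 11049, 11206, 8161, 3084, 3785, 7419, 7220, 7329, 1972, 5300 and 5738, as genes under 2-fold then count. Over days 16, 28 and 45, PA versus IVF cells gave 814 with genes above 0 in all libraries and 814 with DESeq2 under the study's criterion, where fewer genes were tested. With no fold minimum the share of higher genes was 50.3% in place of 60.4% for day 45 versus day 28 in IVF cells, 49.5% in place of 60.5% for PA versus IVF cells at day 28, and 52.3% in place of 64.8% for the difference of the steps to day 28. Leaving out each library gave 5794 to 5920, 3564 to 3620, 2463 to 3001, 5455 to 5735, 5695 to 6038, 2871 to 3882, 818 to 942, 1212 to 1376, 2385 to 3012, 1954 to 3331, 1453 to 1759, 937 to 1068, 2231 to 2765 and 2350 to 3378, where the lone library is taken to vary like the other groups.

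Called lists numbered 3, 0, 0, 3, 1, 3, 2, 2, 1, 1, 1, 3, 0 and 0 with an estimated correlation, in place of 15, 13, 12, 11, 12, 16, 10, 16, 13, 8, 10, 14, 10 and 10. With fry they were 32, 25, 23, 27, 26 and 27 for the steps of IVF and PA cells, 26, 14 and 28 for PA versus IVF cells at days 28 and 45 and over the last 3, 17 and 24 for the last 2 differences of steps, and within 1.5 times elsewhere. Fry does not test against other genes. Leaving out each library gave 15 to 16, 13 to 17, 9 to 13, 10 to 12, 11 to 13, 14 to 17, 9 to 11, 13 to 18, 9 to 13, 7 to 9, 8 to 12, 11 to 14, 10 to 12 and 6 to 13. The 6 came without PA replicate 1 of day 45, and the cause was not tested.

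The gap between the similarity of days 28 and 45 and that of days 16 and 28 was 0.0171 in IVF and 0.0384 in PA cells (0.0141 to 0.0200 and 0.0366 to 0.0402 leaving out libraries). It was 0.221 and 0.248 over the 500 most variable genes, as genes that vary little were left out, and 0.0432 in PA cells by Spearman correlation, where the cause was not tested.

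FOS, at 1.64 from day 28 to day 45 in PA cells, ranged -0.25 to 2.43, and ATF3, at 1.47 for PA versus IVF cells at day 45, -0.20 to 2.22, with the sign reversed without PA replicate 2. The cause was not tested. Of 8840 values of called genes with a library left out, 7932 kept the call and direction.

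Replicate numbers did not pair the libraries: deviations from the group means correlated at -0.050 to 0.116 over 28 pairs of groups. With the number as a block the counts of genes were 6237, 3928, 2995, 5924, 6305, 3456, 1184, 1625, 3098, 2500, 1543, 1235, 2770 and 2857, and 15, 14, 13, 11, 11, 15, 12, 17, 14, 8, 11, 13, 11 and 9 lists were called. Depth limits the genes with 3 or fewer counts in a group.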

Other observations

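The 2 PA libraries of day 45 differed more than any other pair, with an SD of 0.574 of the log2 difference over genes, against 0.193 at day 28 and 0.350 in IVF cells at day 45. Of 14588 genes, 1029 (7.05%) differed more than 2-fold between them. For PA cells from day 28 to day 45, a fit of only the libraries compared called 2971 genes, against 3562 with all libraries. The median difference of replicate 2 minus replicate 1 was -1.18 for vascular leptomeningeal and fibroblast genes, -1.04 for cell cycle genes, -0.77 for floor plate genes, 1.07 for forebrain genes and 1.40 for GABAergic genes.

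Several of the genes higher in PA cells at all 4 days were close to absent in IVF cells on at least 1 day. TSTD1 had 19.4 ± 1.72 and 5.19 ± 0.398 CPM in PA cells and 0 and 0 CPM in IVF cells at days 0 and 16, and CAV2 13.8 ± 0.405 against 0 CPM at day 0. ERAP1 had 7.62 ± 0.214 against 0 CPM at day 0. These genes are not on the lists of imprinted genes, and no sequence or methylation data were used here. ERAP1 overlaps CAST, a gene with a higher level, so its level is uncertain.

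The dopamine transporter gene SLC6A3 did not follow TH. It was at 2.35 ± 0.483, 1.72 ± 0.386, 1.48 ± 0.126 and 0.146 ± 0.00897 CPM in IVF cells over the 4 days, while TH went from 0 to 68.7 ± 12.3 CPM. EN1, a midbrain factor, was at 1.26 ± 0.583 CPM in IVF cells and 0.114 ± 0.161 CPM in PA cells at day 16, and CALB1, a marker of the ventral tegmental type, at 0.120 ± 0.170 and 0.200 ± 0.142 CPM at day 45.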
